A study of Homo sapiens with 13 samples.

How the data were processed

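The assay was a lentiviral massively parallel reporter assay (lentiMPRA). In this assay many DNA fragments, here called oligos, are cloned in front of a reporter gene, each joined to many short barcodes that end up in the reporter transcript. The virus pool is integrated into the genome of the cells. Barcode counts in RNA divided by barcode counts in DNA then measure the transcription that each fragment drives. Per the labels, the oligos were 270 bp long and were tested in neurons made from the human induced pluripotent stem cell line KOLF2.1J by the proneural factor NGN2, and in HEK293FT cells, a human embryonic kidney line. The neurons were transduced on day 14 and collected on day 18, per the series design text. DNA and RNA were drawn with a kit that takes both from a lysate, per the labels' protocols. There were 12 reporter libraries in 4 groups: DNA and RNA of Neurons and DNA and RNA of HEK293FT, with 3 libraries each. A sample that joined barcodes to oligos was not used here. No label says whether the 3 libraries of a group came from separate cultures, so p-values from the labelled columns measure only the spread between those columns.

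The authors deposited raw barcode counts, 1 table per cell type and molecule. Per the file headers, each row was an oligo and each column was a barcode number in a library labelled replicate 1, 2 or 3, with 36972 barcode numbers for Neurons and 35999 for HEK293FT. Per the submitters' processing notes the genome build was hg38. The aligner, the counting tool and the filters were not given in the sources used here. The label of the HEK293FT samples that names their metadata column reads as the neuronal one, so the columns were assigned by the cell type and replicate number in their own names, which matched the sample titles. The deposited count tables held 8726 oligos for Neurons and 8729 for HEK293FT, of which 8725 were shared. Of all oligos, 8631 carried hg38 coordinates on 14 chromosomes and 99 were named as scrambled. Each oligo with coordinates spanned 270 bp and lay within its chromosome. Row names marked no pair of alleles, and 0 oligos shared a position with another, so allelic differences, which the design had foreseen, were not analysed here. The meaning of further words in the row names (gap, common, AD, Ctrl, bri, e280a) was not given in the sources used here.

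The total counts of the columns labelled replicate 1, 2 and 3 were 4080305, 3881515 and 3867055 for Neurons DNA. They were 39577040, 40340976 and 39841498 for Neurons RNA. For HEK293FT they were 10860871, 10527935 and 10844211 in DNA and 23815765, 23886774 and 23878769 in RNA. A barcode entry above 0 held a mean of 1.20 counts in Neurons DNA, 2.81 in Neurons RNA, 1.57 in HEK293FT DNA and 1.79 in HEK293FT RNA.

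The column labels were checked before any test, and they did not follow libraries from oligo to oligo. Among oligos with at least 1000 counts, the largest of the 3 columns held a median of 70.4% of the counts in Neurons DNA (4232 oligos), 56.3% in Neurons RNA (8239 oligos), 52.3% in HEK293FT DNA (7061 oligos) and 43.7% in HEK293FT RNA (7890 oligos). The smallest column held 9.57%, 18.4%, 8.32% and 27.4%. Yet no labelled column was the largest in more than 34.2% of the oligos of a table. The largest DNA column had the same number as the largest RNA column in 33.7% of oligos in Neurons and 33.0% in HEK293FT, which is about what unrelated numbers give. Across oligos, which are not independent replicates, log2 RNA/DNA of the labelled columns correlated negatively, with r from -0.483 to -0.443 in Neurons and from -0.349 to -0.339 in HEK293FT. The labels also changed places along a table line. The column with most counts at the start of an oligo's barcodes was the same at the end in 0.103% of 967 oligos in Neurons DNA and in 33.1%, 32.4% and 34.0% in Neurons RNA, HEK293FT DNA and HEK293FT RNA. No column was renamed or reordered from its values. Barcode positions did not pair DNA with RNA either. Within windows of 50 neighbouring positions, DNA and RNA counts correlated with r of 0.00190 in Neurons and 0.00104 in HEK293FT, against 0.00164 and 0.00104 when the positions were shifted by 1.

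The tests fixed before the data were examined were run as designed on the labelled columns. Counts were summed over the barcodes of each oligo, and edgeR 4.0.16 (quasi-likelihood, R 4.3.3) compared RNA with DNA with the replicate number as a block, TMM factors over the scrambled oligos and Benjamini-Hochberg adjustment. An oligo entered with at least 10 barcodes with a DNA count in each labelled column. DESeq2 1.42.0 and limma 3.58.1 were run as alternatives. The common dispersion was 0.573 in Neurons, 0.466 in HEK293FT and 0.520 over both.

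Because the columns could not serve as replicates, a description that does not use their labels was added after seeing the data. It was chosen before edgeR was run on the labelled columns. The counts of an oligo were summed over all barcodes and the 3 columns of a cell type and molecule, and log2((RNA + 0.5)/(DNA + 0.5)) was centred on the median of the scrambled oligos. The barcodes were divided into 20 groups by position, and a jackknife over these groups gave each 95% interval. These intervals cover counting and barcode error only, the latter as far as the position groups held separate barcodes, which was not shown. Reads without molecular identifiers are not independent molecules. Pooled values therefore have no replicate error, no n and no p. An oligo was called above the controls when it lay above the 95th percentile of the scrambled oligos, a limit that about 5% of the scrambled oligos pass by construction. The difference between cell types was log2 RNA/DNA in Neurons minus that in HEK293FT, centred on the median of that difference in the scrambled oligos and set against the 2.5th and 97.5th percentiles of it. Overlapping oligos above the controls were merged into regions.

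Coordinates are 1-based on hg38. Sequence and GC content were taken from the hg38 genome, and genes from GENCODE release 44 (protein-coding and lncRNA genes, basic transcripts), with pysam 0.24.0. An oligo within 500 bp of a transcription start was placed in the start-site window; the others were placed in exons, introns or intergenic sequence in that order. Motifs, annotations and genes were listed before the data were examined, 57 groups in all, and the 33 groups with at least 10 oligos were compared. For each, the mean of oligos with the feature minus the mean of those without was set against 10000 random sets of the same size with the same GC deciles. The percentile among these sets describes these libraries; the permutation p and Fisher tests first foreseen were not used, since oligos are not replicates and neighbouring tiles overlap by design. Calculations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and plots used matplotlib 3.10.9.

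Named oligos followed a rule fixed before the data were examined. It took the 10 highest oligos above the controls in each cell type, the 10 with the largest difference in each direction, the 10 merged regions with the highest mean, all oligos within 500 bp of the MAPT start and the listed groups. Its condition that all 3 replicates show the effect could not be applied and was left out. Some results under this rule are not reported here.

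The procedures were tested on simulated data. For Neurons, counts for 8086 oligos were drawn with 100 oligos raised 1.5-fold and 100 raised 2-fold. With fixed columns, edgeR called 71% of the 1.5-fold and 99% of the 2-fold changes. With the column order redrawn for each oligo it called 0% of both. Pooled sums, which cannot depend on the column order, called 83% and 99%, with 3.69% of unchanged oligos. For HEK293FT the pooled limit took 6.23% of 7997 unchanged simulated oligos. The jackknife interval held the true value of 93.3% of simulated Neurons DNA counts. Of 200 random sets of oligos without an effect, 10 fell outside the central 95%. Such random sets are not runs of overlapping tiles, so they give no rate for groups made of neighbouring tiles.

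Alternatives were other tools and scaling, a model without the block, a minimum of 1 or 30 barcodes, leaving out each labelled replicate, another limit for activity, removal of the highest single entry, non-overlapping oligos and random sets without GC matching. The use of only those RNA barcodes that had DNA in the same replicate, and the removal of a top barcode together with its DNA, were not run, because barcode positions did not pair.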

Results

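The oligos tiled regions of the human genome in steps of 90 bp. Most lay on chromosome 17, in an interval around MAPT, which encodes the microtubule-binding protein tau, and in an interval whose oligo names carry grn, the symbol of the progranulin gene. Others lay near SORL1, a sorting receptor for the amyloid precursor protein, and near APP, which encodes that precursor. The total counts summed over labelled columns were 11828875 for DNA and 119759514 for RNA in Neurons, and 32233017 for DNA and 71581308 for RNA in HEK293FT. In Neurons 8024 genomic and 89 scrambled oligos entered, with a median of 1046 DNA and 10822 RNA counts per oligo. In HEK293FT 8230 genomic and 97 scrambled oligos entered, with medians of 2835 and 5831 counts. Values below are log2 RNA/DNA over all barcodes relative to the median of the scrambled oligos, with 95% intervals for counting and barcode error. There was no usable replicate error behind them, since the replicate labels of the columns did not follow libraries.

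The first comparison asked which genomic fragments drove more transcription than scrambled sequence in Neurons. The oligo with the highest value ended 26 bp upstream of the annotated MAPT start (chromosome 17, 45894232 to 45894501). Its log2 RNA/DNA was 1.63 (95% interval 1.56 to 1.70), 3.09-fold over the scrambled median, from 1683 DNA and 47240 RNA counts. Its GC content was 74.8%, and it lay within the annotated body of the antisense gene MAPT-AS1. The overlapping oligo from 45894142 to 45894411 reached 1.12 (1.00 to 1.25). An oligo over the start of GPATCH8, a gene for a G-patch domain protein (chromosome 17, 44503385 to 44503654), reached 1.30 (1.12 to 1.49), and its neighbour from 44503475 to 44503744 reached 0.97 (0.92 to 1.01). The start of CCDC43 was covered by oligos from 44689639 to 44689908 and from 44689729 to 44689998, at 1.10 (1.04 to 1.16) and 1.03 (0.96 to 1.11).

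Away from chromosome 17, a pair of overlapping intergenic oligos on chromosome 11 stood among the 10 highest in Neurons. The oligo from 121671877 to 121672146, 2115 bp from the nearest annotated start, had 1.35 (1.28 to 1.43), and the oligo from 121671967 to 121672236 had 1.20 (1.12 to 1.28). An oligo in an intron of DBF4B, a regulator of the replication kinase CDC7, had 1.02 (0.82 to 1.23) from 183 DNA counts (chromosome 17, 44712949 to 44713218).

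In Neurons 3725 of 8024 genomic oligos (46.4%) lay above the 95th percentile of the scrambled oligos, which was 0.19 or 1.14-fold. Of these, 2645 lay above every scrambled oligo, 144 genomic oligos lay over 1.5-fold and 9 over 2-fold. The median genomic oligo stood at 0.18, against an SD of 0.14 over the scrambled oligos and 0.18 over the genomic ones. Across oligos in Neurons, log2 RNA/DNA had r of -0.445 with GC content and -0.287 with the log of the DNA count. The scrambled oligos were not matched to genomic ones on either, and their GC content was not available. Whether base composition or depth of the controls contributed to the 46.4% was not tested. Overlapping oligos above the controls merged into 1023 regions, 705 of them of at least 2 oligos. The region with the highest mean was the MAPT start (45894052 to 45894681, 5 oligos, mean 0.92), before the GPATCH8 start (44503205 to 44503834, 5 oligos, mean 0.86) and the CCDC43 start (44689549 to 44690088, 4 oligos, mean 0.71). Single oligos in MAPT introns (45956602 to 45956871 and 45941392 to 45941661) had 0.71 and 0.66, and an APP intron on chromosome 21 (25984314 to 25984673) had a mean of 0.68 over 2 oligos.

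Run as designed on the labelled columns, edgeR called 0 of 8024 oligos active in Neurons, with 0 at an unadjusted p under 0.05. DESeq2 and limma also called 0, with 1 and 0 at an unadjusted p under 0.05. The pooled count of 3725 fell to 2463 with a median-absolute-deviation score, to 2148 when the interval's lower bound had to pass, and to 909, 975 and 983 without the columns labelled replicate 1, 2 and 3. Single oligos shifted widely over those omissions: from 1.44 to 2.45 at the highest MAPT oligo, 0.44 to 2.43 at its upstream neighbour, 0.31 to 2.52 and 0.79 to 1.75 at the GPATCH8 start, 0.11 to 2.96 and -0.028 to 2.13 at the CCDC43 start, 0.64 to 2.92 and 0.28 to 2.66 at the chromosome 11 pair and 0.11 to 1.80 at the DBF4B intron. Among oligos with at least 1000 counts, the largest column held a median of 70.4% of DNA and 56.3% of RNA counts in Neurons. Its number was the same for DNA and RNA in only 33.7% of oligos. An omission therefore removed unlike shares of DNA and RNA. Counts and shifts without a labelled column thus cannot decide whether the pooled values are stable. The intervals given with each value do not cover such shifts.

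**Figure D1:**
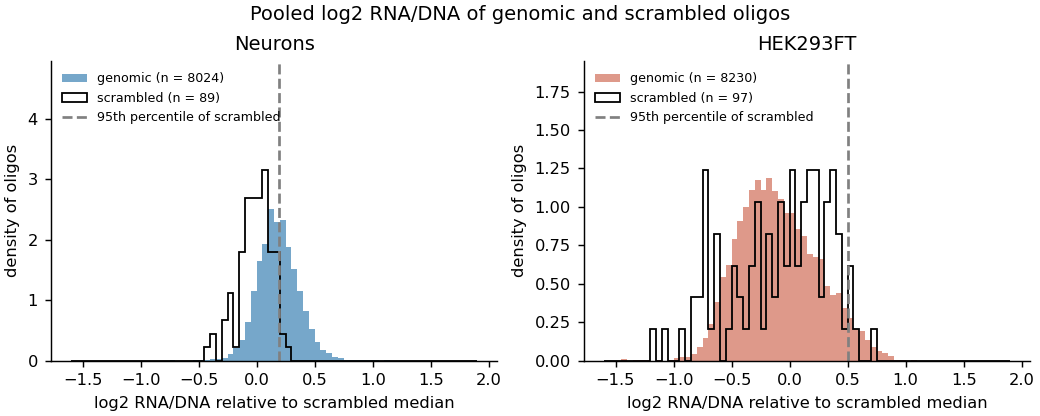
Distributions of log2 RNA/DNA (horizontal axis, relative to the scrambled median) for genomic oligos (filled) and scrambled oligos (outline) in each cell type, as densities. The dashed line is the 95th percentile of the scrambled oligos, 0.19 in Neurons and 0.50 in HEK293FT, which 46.4% and 5.22% of genomic oligos passed.

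Around the MAPT start values were highest just upstream and uneven inside the gene. All 14 oligos within 500 bp entered in HEK293FT, and those that entered in Neurons included 0.60 (0.49 to 0.70) from 45894052 to 45894321, 0.48 (0.25 to 0.71) from 45894322 to 45894591 and 0.76 (0.67 to 0.85) from 45894412 to 45894681. Without a labelled replicate these ranged from 0.35 to 1.31, -0.24 to 1.63 and 0.55 to 1.28. The oligo from 45894592 to 45894861, inside the gene but over a further annotated MAPT start, lay at -0.71 (-0.84 to -0.57) from 285 DNA counts. This was the lowest value of all genomic oligos in Neurons, but it changed sign without a labelled replicate (-1.82 to 0.65). In HEK293FT the oligo over the start from 45894412 to 45894681 stood at 0.78 (0.71 to 0.85), the only one of the 14 above the HEK293FT limit, but ranged from 0.21 to 2.72 without a labelled replicate. The oligo highest in Neurons was at 0.044 (-0.023 to 0.11) in HEK293FT, and its upstream neighbour at -0.39 (-0.50 to -0.27); without a labelled replicate these ranged from -0.72 to 0.70 and from -1.12 to 0.23.

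**Figure D2:**
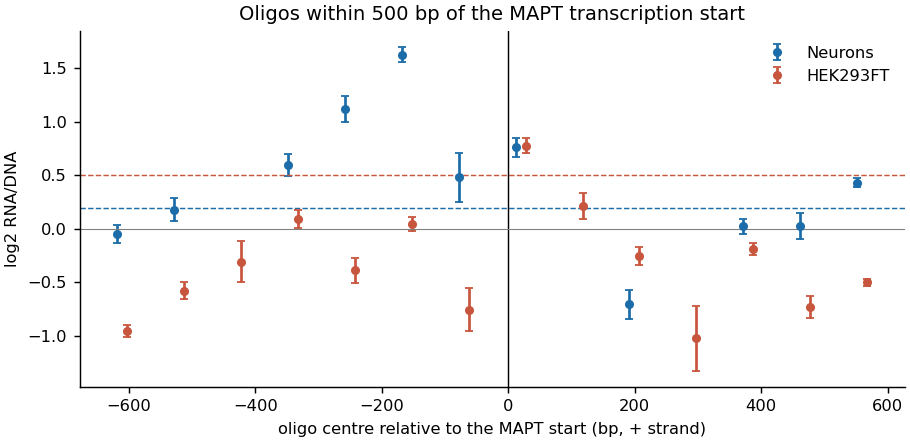
Oligos within 500 bp of the MAPT transcription start by the position of their centre (bp, plus strand, drawn slightly apart for the cell types) and log2 RNA/DNA, with 95% intervals for counting and barcode error. Dashed lines are the limits of 0.19 (Neurons, blue) and 0.50 (HEK293FT, red); the highest value is 1.63 in Neurons.

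**Figure D3:**
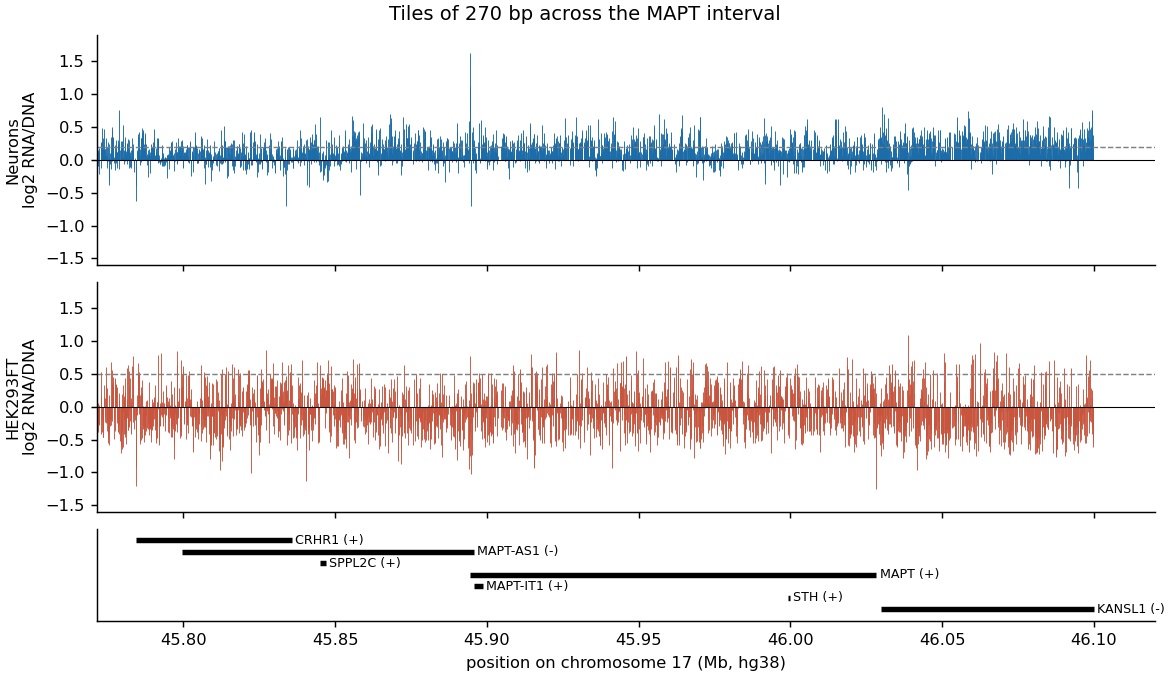
Log2 RNA/DNA of each 270 bp tile (vertical lines) along the MAPT interval of chromosome 17 (Mb, hg38) in Neurons and HEK293FT, with the limits as dashed lines and selected genes with their strands as bars. The tile at the MAPT start reaches 1.63 in Neurons, and the highest HEK293FT tile, at 1.09, lies in KANSL1.

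The same question in HEK293FT gave other fragments. The highest value was in an exon of KANSL1, a scaffold of a histone acetyltransferase complex (chromosome 17, 46038592 to 46038861), at 1.09 (1.06 to 1.11) from 20049 DNA and 95326 RNA counts. An exon of MEIOC, a gene known from meiosis (44657059 to 44657328), followed at 1.00 (0.96 to 1.04), and an intron of KANSL1 (46062262 to 46062531) at 0.98 (0.81 to 1.15). Introns of GPATCH8 (44467115 to 44467384) and SORL1 (chromosome 11, 121459049 to 121459318) reached 0.93 (0.82 to 1.04) and 0.89 (0.87 to 0.92). An intergenic oligo from 44623129 to 44623398 reached 0.93 (0.89 to 0.97). Without a labelled replicate these 6 values ranged, in the same order, from 0.61 to 3.06, 0.49 to 1.70, 0.33 to 3.28, 0.27 to 3.12, 0.47 to 1.30 and 0.31 to 2.77. All but the first fell below 0.50, the limit with all columns, in at least 1 omission. The values were not set against the limit of each omission, so no pass is shown by this. None of the 10 highest oligos in HEK293FT lay in a start-site window.

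In HEK293FT 430 of 8230 genomic oligos (5.22%) lay above the 95th percentile of the scrambled oligos, which was 0.50 or 1.42-fold; the scrambled oligos themselves passed it in 5.15% of cases. Only 86 genomic oligos lay above every scrambled oligo, while 257 lay over 1.5-fold and 1 over 2-fold. The scrambled oligos had an SD of 0.43, against 0.34 for the genomic ones and 0.14 for the scrambled ones in Neurons. The median genomic oligo stood at -0.12. Merged regions numbered 334, of which 77 held at least 2 oligos. Among those were an intergenic region (44505185 to 44505544, mean 0.89), the KANSL1 exon (46038592 to 46038951, mean 0.87) and MAPT introns (45922672 to 45923031 and 45945712 to 45946071, means 0.79 and 0.77).

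On the labelled columns edgeR called 0 of 8230 oligos active in HEK293FT, with 0 at an unadjusted p under 0.05. DESeq2 and limma called 0, with 175 and 6 at an unadjusted p under 0.05. The pooled count of 430 became 283 when the lower bound of the interval had to pass and 0 with a median-absolute-deviation score.

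The third comparison asked which fragments differed between the cell types. Highest in Neurons over HEK293FT were the intergenic oligo on chromosome 11 from 121671967 to 121672236 (difference 1.78, 1.20 against -0.53), the GPATCH8 start (1.63, 1.30 against -0.29) and the MAPT start oligo (1.63, 1.63 against 0.044). An intron of NMT1, which encodes an N-myristoyltransferase (chromosome 17, 45020826 to 45021095), differed by 1.51, with 0.82 in Neurons and -0.65 in HEK293FT. A start of DBF4B (44708359 to 44708628) differed by 1.40, and a MAPT intron (45915202 to 45915471) by 1.37. Highest in HEK293FT were the KANSL1 exon (-1.21, -0.16 in Neurons against 1.09) and an intron of TAFA5, a gene for a secreted protein (chromosome 22, 48490155 to 48490424, -1.17, from 141 DNA counts in Neurons). An exonic oligo shared by CRHR1, the corticotropin-releasing hormone receptor, and MAPT-AS1 (45833482 to 45833751) followed at -1.13, with -0.70 in Neurons against 0.47.

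These differences also shifted widely without a labelled replicate, and 7 of 20 named differences changed sign. Since an omission removed unlike shares of DNA and RNA, such shifts cannot decide whether a difference is stable. The ranges were -0.055 to 3.39 at the chromosome 11 oligo, 0.39 to 2.66 at the GPATCH8 start, 0.82 to 3.10 at the MAPT start oligo, 0.50 to 2.78 at NMT1, -1.22 to 3.84 at the DBF4B start and -1.45 to 3.33 at the MAPT intron. They were -3.03 to -0.71 at the KANSL1 exon, -2.27 to -0.53 at TAFA5 and -3.56 to -0.35 at the exon shared by CRHR1 and MAPT-AS1.

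The central 95% of the scrambled oligos ran from -0.40 to 0.92. Relative to it, 298 of 7997 genomic oligos (3.73%) were higher in Neurons and 311 (3.89%) were higher in HEK293FT. About 2.5% of the scrambled oligos lie beyond each limit by construction. The SD of the difference was 0.384 over genomic oligos, no wider than the 0.388 over scrambled ones. Higher in Neurons made up 48.9% of the genomic calls. Centred on all genomic oligos, 143 were higher in Neurons and 504 in HEK293FT, so that the share was 22.1%. The limits also differed between these settings, so the change in share cannot be put down to centring alone. The median genomic oligo lay at 0.36 on the first scale. Across oligos, which are not independent replicates, log2 RNA/DNA in Neurons and HEK293FT had Pearson's r of 0.00234 and Spearman's rank correlation of -0.00766. Above the controls in both cell types were 170 oligos, where unrelated lists of that length would share 193.

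On the labelled columns edgeR called 0 of 7997 oligos different between cell types, and DESeq2 and limma also called 0. At an unadjusted p under 0.05 there were 0 by each of the 3 tools. The pooled count of 609 oligos was 879, 1227 and 400 without the columns labelled replicate 1, 2 and 3.

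**Figure D4:**
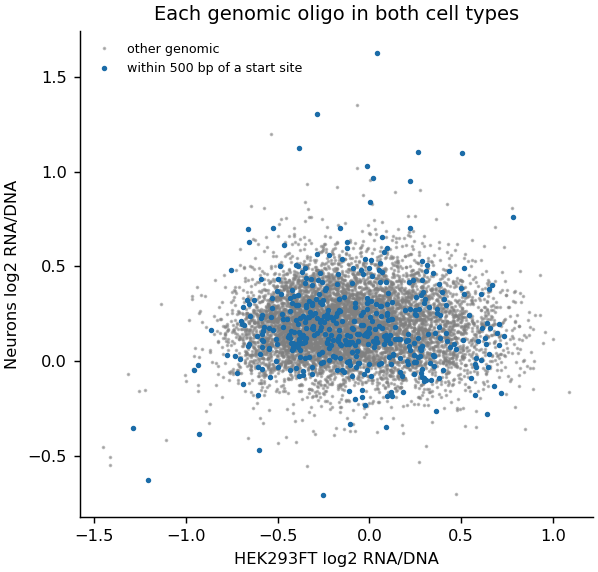
Log2 RNA/DNA of each of 7997 genomic oligos in HEK293FT (horizontal) and Neurons (vertical), relative to the scrambled medians, with oligos within 500 bp of a start site in blue. The cloud has no slope (r of 0.00234).

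The lists fixed in advance were then set against random oligos of the same GC content, and positions relative to the central 95% below refer to such sets unless stated otherwise. In Neurons the 14 oligos with GCGCANGCGC, the site of the transcription factor NRF1, had a mean of 0.63 against 0.18 for the rest, which lay 0.55 beyond the random sets and 0.45 without GC matching; 11 of them (78.6%) were above the controls. They came from 4 separate regions, and 11 lay in start-site windows, those of MAPT and GPATCH8 among them, too few for a comparison among non-overlapping oligos. The 152 oligos with the ETS site CCGGAAR lay 0.090 beyond random sets in Neurons, and 0.052 without GC matching, with 52.0% above the controls. The 561 oligos with the SP/KLF site GGGCGG lay 0.038 beyond, and at -0.037 without GC matching, with 36.5% above the controls. Start-site windows (430 oligos) lay 0.033 beyond random sets, with 42.1% above the controls. Their value lay within the central 95% without GC matching and also for non-overlapping oligos. The shares of SP/KLF and start-site windows were below the 46.4% of all genomic oligos in Neurons.

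Exonic oligos differed between the cell types by -0.21 (Neurons minus HEK293FT) beyond random sets. In HEK293FT the 690 exonic oligos lay 0.16 beyond random sets and 11.7% were above the controls, whereas in Neurons they lay at -0.049. Introns lay at -0.037 in HEK293FT. The TATA box TATAAA (1302 oligos) lay at -0.049 and the homeobox core TAATTA (602 oligos) at -0.043 in HEK293FT, the latter within the central 95% for non-overlapping oligos, while the proneural E-box CAGATG (1446 oligos) lay at 0.050 in HEK293FT and -0.015 in Neurons. The HEK293FT values of TATA, homeobox and CAGATG were -0.084, -0.072 and 0.055 without GC matching. The CRE site TGACGTCA, the AP-1 site TGASTCA and the octamer ATGCAAAT stood within the central 95% of random sets in both cell types, the octamer in Neurons only with GC matching (0.063 without it).

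Of the 27 listed motifs 19 could be compared. In HEK293FT the E-box CAGCTG (0.027), the TEAD site GGAATG (0.027), the SOX site ACAAWG (0.019) and the KLF site CACCC (-0.022) also lay outside the central 95%, and in Neurons NFY CCAAT (-0.0084) and TATA (-0.011) did. Among non-overlapping oligos SOX, KLF and TATA stayed outside it; without GC matching SOX and KLF lay within it, and NFY and TATA changed sign. The HEK293FT value of CAGCTG was 0.051 and that of TEAD 0.030 without GC matching. The E-box CACGTG, the YY1 core GATGGC, the RFX site GTTRCC and the MEF2 site CTAWWWATAG stood within it in both cell types, but for the difference between them YY1 (-0.026) and MEF2 (-0.13) lay outside it. Without GC matching YY1 lay outside it in Neurons (-0.040) and HEK293FT (0.036), and CACGTG in Neurons (-0.047). Intergenic oligos lay at 0.0097 in Neurons and -0.019 in HEK293FT, within the central 95% for non-overlapping oligos.

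By gene, 10 of 26 listed genes could be compared. The 1392 MAPT oligos lay 0.0018 from the mean of random sets in Neurons, within their central 95%, with 35.7% above the controls, and 0.025 beyond in HEK293FT, the latter within the central 95% for non-overlapping oligos. Without GC matching they lay at -0.044 in Neurons and 0.045 in HEK293FT, outside it in both. The 554 oligos of CRHR1 lay at -0.031 and the 32 oligos of SPPL2C, an intramembrane protease gene, at -0.091 in Neurons; SPPL2C lay at -0.11 among non-overlapping oligos, within their central 95%. In Neurons CRHR1 lay at -0.107 and SPPL2C at -0.185 without GC matching. The 13 oligos of ARHGAP27, which encodes a GTPase activator, lay 0.48 beyond random sets in HEK293FT, with 38.5% above the controls, and the 21 oligos of WNT3, a secreted signalling protein, lay 0.17 beyond; both genes had too few non-overlapping oligos to compare. MAPT-AS1 lay at -0.019 in Neurons and NMT1 at 0.12 in HEK293FT; among non-overlapping oligos they lay at -0.014 and 0.16, both within the wider central 95% of these smaller sets. MAPT-AS1 lay at -0.077 in Neurons without GC matching, and its HEK293FT value turned from -0.013 to 0.027. The 677 oligos of KANSL1, like those of MAPT-IT1 and STH, stood within the central 95% in both cell types, but among non-overlapping oligos MAPT-IT1 lay outside it in HEK293FT (0.19, against 0.075 in all oligos). Without GC matching KANSL1 lay outside it in Neurons (0.050) and HEK293FT (-0.044), and MAPT-IT1 in HEK293FT (0.16). Over 33 groups and 3 outcomes, 44 of 99 values lay outside the central 95% of their random sets (12 in Neurons, 14 in HEK293FT and 18 for the difference). By chance 4.95 would if oligos were independent, but neighbouring tiles overlap and correlate, so that number is no firm reference. Among non-overlapping oligos 19 did so, for which 28 groups could be compared. Without GC matching 66 of 99 did. These percentiles describe these libraries and are not replicate tests.

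**Figure D5:**
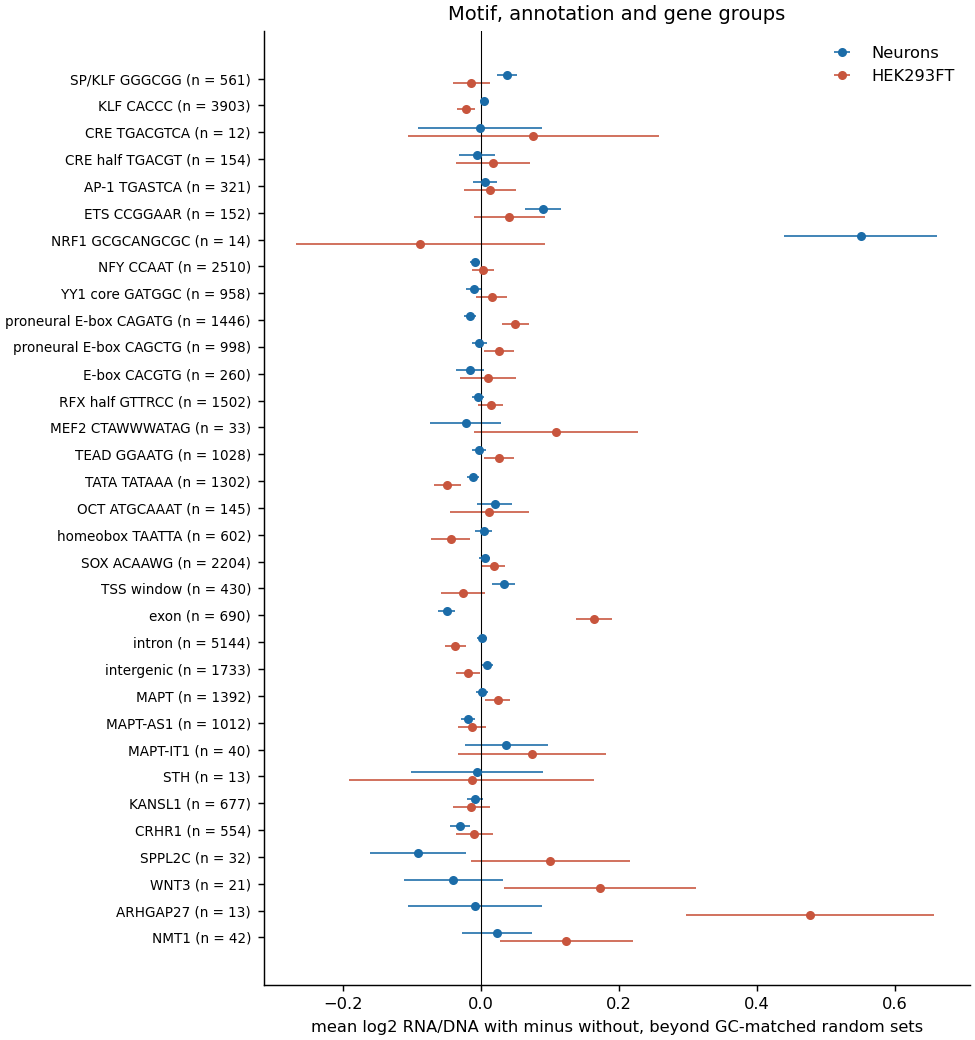
Mean log2 RNA/DNA of oligos with each motif, annotation or gene minus the mean of those without, beyond the mean of 10000 GC-matched random sets, in Neurons (blue) and HEK293FT (red); n is the number of oligos. Bars have the width of the central 95% expected from the SD of the random sets. They are neither confidence intervals of the plotted values nor replicate error. The NRF1 site stands at 0.55 in Neurons and exons at 0.16 in HEK293FT.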

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

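The pooled counts, their settings other than the median-absolute-deviation score, the removal of the highest single entry and the use of random sets for the groups were chosen after seeing the data. The other settings were fixed before. Each omission of a labelled replicate removed a different mixture of libraries from each oligo, and unlike shares of its DNA and RNA. Shifts, sign changes and counts over these omissions therefore cannot decide whether the pooled values are stable. The causes of the shifts were not tested beyond that. The replicate block changed no call: edgeR gave 0 active oligos in Neurons, 0 in HEK293FT and 0 differences with the block and without it. It also gave 0 with TMM over all oligos, a minimum of 1 or 30 barcodes and any labelled replicate left out, and for activity in each cell type with the 99th percentile. In simulated Neurons data with the column order redrawn, edgeR called 0% of the raised oligos. These counts of 0 therefore cannot show that the result is stable over the settings.

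The median-absolute-deviation score gave 2463 pooled calls in Neurons and 0 in HEK293FT, against 3725 and 430; requiring the interval's lower bound to pass gave 2148 and 283. Leaving out a labelled replicate gave 909 to 983 in Neurons, 327 to 435 in HEK293FT and 400 to 1227 differences. A minimum of 1 or 30 barcodes gave 4062 and 3211 in Neurons and 450 and 472 in HEK293FT. Among non-overlapping oligos 19 of 84 group values lay outside the central 95%, against 44 of 99 in all oligos, with fewer oligos per group; without GC matching 66 of 99 did.

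Of 84 named oligo values, 49 changed sign when a labelled replicate was left out, 8 of them values above the controls. For those 8, the ranges in Neurons were -0.028 to 2.13 at CCDC43 (44689729), -0.44 to 2.40 at the GPATCH8 intron (44467115), -0.55 to 1.82 at 44623129 (there also -0.14 without replicate 3), -0.87 to 1.87 at 121872069 on chromosome 11, -0.013 to 2.28 at the DBF4B start (44708359), -0.53 to 1.75 at the MAPT intron (45915202) and -0.24 to 1.63 at the MAPT start (45894322). In HEK293FT the range was -0.029 to 2.66 for the oligo at the ESCO2 start. Of 20 named differences 7 changed sign, with ranges of -0.055 to 3.39 at 121671967 on chromosome 11, -0.36 to 2.04 at the MAPT-AS1 intron (45840322), -1.22 to 3.84 at the DBF4B start, -1.45 to 3.33 at the MAPT intron, -1.93 to 0.34 and -2.20 to 0.51 at SORL1 introns (121459589 and 121459049) and -2.92 to 1.05 at a GPATCH8 intron (44458385). Without GC matching, signs reversed for some values that had lain outside the central range of their GC-matched random sets. These were SP/KLF (-0.037 in Neurons, -0.077 for the difference) and KLF (0.012 in HEK293FT, -0.070 for the difference). NFY (0.018 in Neurons), TATA (0.059 in Neurons) and start-site windows (-0.0088 for the difference) were the others. Values that had lain within that range also changed sign. Examples were SP/KLF (-0.014 to 0.040) and CRHR1 (-0.0093 to 0.046) in HEK293FT and NMT1 in Neurons (0.024 to -0.042). GC content entered the values without matching. Depth limits single oligos: 183 DNA counts gave an interval of 0.82 to 1.23 at the DBF4B intron (44712949), and 1683 gave 1.56 to 1.70 at the MAPT start.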

Other observations

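The comparison of barcode sets and the splits of the labelled columns were chosen after the result they bear on was seen; the values in the next paragraph were also looked up after the main comparisons, and the bounds for the other tests were set before their values were seen.

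By row name, oligos carrying APP_common were above the controls in Neurons in 56.4% of 344 cases. Oligos carrying mapt_gap were above in 38.2% of 3373 cases and those carrying grn_gap in 53.4% of 2761. The 140 oligos whose names carry bri stood at 26.4% in Neurons but 12.7% of 142 in HEK293FT, where mapt_gap stood at 5.30%. The median GC content of APP_common, grn_gap, mapt_gap and bri was 41.5%, 44.8%, 49.3% and 52.8%. These shares were not adjusted for GC content. Across oligos, log2 RNA/DNA had r of -0.445 with GC content in Neurons and 0.134 in HEK293FT. Start-site oligos of plus-strand genes had a mean of 0.16 in Neurons (234 oligos, SD 0.24) and those of minus-strand genes 0.26 (148 oligos, SD 0.25). Of 108 oligos that held a start site, 55 were above the controls in Neurons. Among exonic oligos in HEK293FT, 475 that touched no UTR had a mean of 0.11 and 232 that touched one had 0.0061, against -0.11 outside exons. Neighbouring tiles had r of 0.448 in Neurons and 0.356 in HEK293FT.

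Log2 RNA/DNA of the same oligos had no overall correlation between the cell types. By class, r was -0.117 in exons (690 oligos), 0.0654 in intergenic oligos (1733), 0.0287 in introns and 0.0296 in start-site windows. Counting error is argued against by the correlation between separate sets of barcode positions, which was at least 0.853 in each cell type. Barcode error is not decided by this. Positions did not pair DNA with RNA, so that the sets were not shown to hold separate barcodes. Shallow oligos are argued against by r of -0.0370 among the 2001 oligos with most DNA counts, and opposite effects of base composition by r of 0.0522 after GC and dinucleotide shares were regressed out. A difference between the cell types may therefore lie behind it, as a hypothesis. It stays open, because cell type went together with everything else that differed between these infections and libraries, and no replicate error could be had.

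Scrambled oligos spread more widely in HEK293FT (SD 0.43) than in Neurons (0.14), and more than genomic oligos in HEK293FT. Counting and barcode error made up little of that, as far as position groups held separate barcodes. The standard error of the scrambled oligos was 0.12 of their SD. Low depth is argued against, because 0.08% of 10000 genomic sets matched on DNA count had an SD as large, with a mean of 0.34 and a largest value of 0.46. What the scrambled sequences held was not analysed here, and no biological explanation was tested.

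Exonic oligos lay above others in HEK293FT by 0.19. The difference was 0.16 after GC and dinucleotide shares, 0.14 after trinucleotide shares and 0.16 against sets matched on DNA count, with standard errors over oligos of 0.013 for the regressions. Reading of the oligos as RNA in the cloned orientation is argued against by a difference of 0.017 between exons of plus-strand and minus-strand genes. Its 95% interval of -0.038 to 0.072 treats oligos as independent, though neighbouring tiles overlap, so the interval is too narrow. Longer sequence features of coding exons may be involved; they were not tested.

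The 6 labelled columns of a cell type, or the 6 labelled pairs of DNA and RNA for the difference, can be split into groups of 3 in 10 ways, too few for a share under 0.05. The real split gave 0 calls for Neurons, for HEK293FT and for the difference, and the highest other split gave 0, so that the count of splits says nothing about these results.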
